A study of Mus musculus with 12 samples. Its data were reported in "Knockdown of heterochromatin protein 1 binding protein 3 recapitulates phenotypic, cellular, and molecular features of aging" (2018).

How the data were processed

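Total RNA from the hippocampus of adult male C57BL/6J (B6) and DBA/2J (D2) mice was measured by mRNA sequencing after bilateral injection of an adeno-associated virus. The virus carried either a short hairpin RNA against Hp1bp3 (knockdown, KD) or a scrambled hairpin (Ctrl). Per the labels there were 12 libraries, 3 for each combination of strain and treatment. Libraries were grouped only by the strain and treatment labels. Replicates were numbered 1 to 3 within a group in the order of deposit, so a number names a library and pairs nothing.

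The authors trimmed and filtered the reads, aligned those of each mouse to the genome of its own strain, and estimated gene expression with RSEM and bowtie2. The deposited expected counts are RSEM estimates per gene, which need not be whole numbers and are not normalized. Per the labels all samples were sequenced again after a barcode clash in the first run, and the reads of both runs were joined for most samples. The labels do not say which samples lack the added reads. The genome build and the annotation release were not stated, so no base positions are given, and a chromosome is given only where the Ensembl identifier matched GENCODE mouse release M21.

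The authors also deposited a signal per gene, their DESeq2 normalized count. Each value equalled the expected count with its decimals dropped, divided by 1 size factor per library. Multiplying by that factor gave whole reads for 100% of the 266784 values compared. The factors ran from 0.584 to 1.35. In the expected-count table, 27 gene symbols had been turned into dates by a spreadsheet, and these were restored from the Ensembl identifiers.

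Expected counts of 22236 genes were rounded to whole numbers, which left out no library. Genes with low counts were removed with filterByExpr over the 4 groups, and 15853 genes were tested. The main test was the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 with TMM normalization and robust estimation. A mean was fitted for each of the 4 groups, with 1 dispersion estimate shared by all libraries. The 6 comparisons were KD against Ctrl averaged over the strains, KD against Ctrl in B6, KD against Ctrl in D2, the strain by treatment interaction, D2 against B6 in Ctrl, and D2 against B6 averaged over treatments. Benjamini-Hochberg adjusted p-values under 0.05 were called. Standard errors of log2 fold changes were taken as the fold change divided by the square root of F, so they are approximate.

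The fit used the default of glmQLFit in the installed version, which is the older of its quasi-likelihood methods. The designs, the marker lists of the 9 sets, the rules for naming genes and most alternatives were fixed before the data were examined. The design named the function and its robust option but not this choice. Fits by the newer method and without robust estimation, and also DESeq2 and limma-voom fits, had been seen when the default was kept as the main setting. They are reported as alternatives, and the number of genes called depended on them.

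Single values were compared with exact 2-sided permutation tests that exchanged treatment within strains. There are 400 such assignments, so the smallest p they can give is 0.005. A comparison of 3 libraries against 3 cannot go below 0.1. Gene set scores were the mean over a set of log2(TMM CPM + 1), for 9 short marker lists. One list holds 5 genes that the study itself named from these data, and it shows no stability. Published cell-type lists, ontology terms and the small RNA libraries of the study were not analysed here.

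Genes named in the text were the target, the 5 genes of that list, and genes picked by fixed rules. For KD averaged over strains these were to be the 5 largest rises and falls among called genes with a mean CPM of at least 1 and no overlap of KD and Ctrl libraries in either strain. No gene qualified, because none was called. The interaction was represented by the 5 smallest p-values and the strain comparison by the 3 largest changes in each direction. Further genes with the largest changes in B6, 5 in each direction, were chosen after their values were seen, by the same criteria applied to B6. For these the D2 and interaction results are given as well.

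Library totals ran from 18.2 M to 39.4 M expected counts, with a median of 32.4 M. Averaged over strains, no difference in total between KD and Ctrl libraries was found (exact permutation p = 0.525). The strains went opposite ways, with KD at 31.96 M against 33.2 M in B6 and 32.6 M against 25.9 M in D2. The averaged test therefore does not exclude a difference within a strain. At these totals counting error is small for genes with high counts, and the spread between mice sets the precision. Replicate libraries differed beyond sampling noise in every pair: the chi-square per degree of freedom over genes ran from 22.4 to 106, against 0.997 for 1 library split at random into 2 parts. All 12 libraries were counted as separate samples.

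The fits were tested on a single table of simulated counts, drawn from the mean and dispersion of each real gene without strain differences. In it 200 genes were changed 4-fold in both strains. The edgeR fit called 98.5% of them among 15708 genes for KD averaged over strains, and 5.29% of its calls were false. DESeq2 1.42.0 called 99.5% among 15853 genes, and 19.4% of its calls were false. The voom method of limma 3.58.1 called 98.0% among 15708 genes, with 5.77% false. In the real data the median absolute log2 change averaged over strains was 0.133, far below 4-fold. The simulated shares thus do not give the power for the real changes, and a single draw does not fix a tool's error rate.

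The alternatives fixed in advance were DESeq2, limma-voom with sample quality weights, RLE size factors in edgeR, no filter, a filter on a mean count of at least 10, the log2 total count as a covariate, fits to only the 6 libraries compared, an additive model of strain and treatment, and leaving out each library in turn. For set scores they were other pseudocounts, the authors' normalized counts, the median over genes and limma's camera test. Chosen after the data were seen were the newer quasi-likelihood method, no robust estimation, and a choroid plexus marker score as a covariate. An offset from 20 bins of GC content (known for 99.5% of the tested genes) and expected counts with their decimals dropped were also chosen then. The count test on those truncated counts called 425 genes for KD in B6 and 0 for KD averaged over strains. In the averaged comparison 3041 genes had an unadjusted p under 0.05.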

Results

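Hippocampal mRNA was sequenced from 12 mice to determine how reduced expression of heterochromatin protein 1 binding protein 3 (Hp1bp3), a chromatin protein, alters the transcriptome on different genetic backgrounds. B6 and D2 are inbred mouse strains. Each strain contributed 3 mice that received virus with a hairpin RNA against Hp1bp3 (KD) and 3 that received a scrambled hairpin (Ctrl). Library totals were 33.2 M ± 6.34 expected counts in B6 Ctrl, 31.96 M ± 9.12 in B6 KD, 25.9 M ± 7.40 in D2 Ctrl and 32.6 M ± 4.62 in D2 KD (mean ± SD, n = 3 each). The smallest library was D2 Ctrl 2, with 18.2 M, and the largest was B6 KD 3, with 39.4 M. The 10 genes with the most counts took between 3.05% and 3.60% of a library.

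The first question was whether the targeted transcript fell. Hp1bp3 (ENSMUSG00000028759) is a protein-coding gene on chromosome 4 in GENCODE M21. Its normalized count, as given by the authors, was 9182 ± 308 in B6 Ctrl and 6200 ± 1242 in B6 KD (SD, n = 3 each). In D2 it was 6792 ± 258 in Ctrl and 5719 ± 1083 in KD (SD, n = 3 each). This was a reduction of 32.5% in B6 and 15.8% in D2. The mean within-strain difference was -2028 normalized counts (exact permutation p = 0.015, 2-sided). For the difference in the KD effect between strains the exact permutation p was 0.245. Exchanging treatment within strains lets a KD effect shared by the strains raise this p, so it does not show that the effects were equal. Within a single strain the exact p was 0.1 for B6, the smallest that 3 against 3 libraries allow, and 0.3 for D2.

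All 3 B6 KD libraries lay below all 3 B6 Ctrl libraries, with values of 5539, 5429 and 7633 against a lowest Ctrl value of 8826. In D2 the libraries KD 1 and KD 2 had 5337 and 4878. The library labelled D2 KD 3 had 6941, inside the D2 Ctrl range of 6504 to 7002, so the target goes against its label. Every KD against Ctrl difference reported for D2 contains this library unless it is said to be left out. In edgeR's quasi-likelihood fit the log2 fold change of Hp1bp3 was -0.39 ± 0.11 (SE) averaged over strains (adjusted p = 0.0907), -0.54 ± 0.15 in B6 (adjusted p = 0.0760) and -0.25 ± 0.15 in D2 (adjusted p = 1). Without the library labelled D2 KD 3 the D2 change was -0.41. The difference in the KD change between strains was then 0.14, against 0.30 with all libraries and 0.50 without B6 KD 3. The setting that moved the averaged value most while keeping all libraries was limma-voom, at -0.47. Hp1bp3 in D2 Ctrl was at 74.0% of its level in B6 Ctrl, a comparison for which the exact p was 0.1 and edgeR's adjusted p was 0.0912. In DESeq2 and limma-voom the changes of Hp1bp3 averaged over strains, in B6 and between strains in Ctrl passed the threshold.

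**Figure D1:**
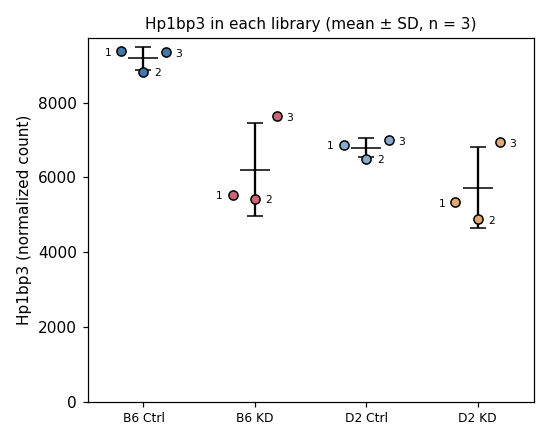
Normalized count of Hp1bp3 (vertical axis, from 0) in each of the 12 libraries by group; points are libraries numbered by replicate and bars are the mean ± SD. The library labelled D2 KD 3 sits at 6941, within the D2 Ctrl range of 6504 to 7002.

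The next question was how many genes responded to KD. Averaged over both strains, 0 of the 15853 genes tested had an edgeR adjusted p under 0.05. The smallest adjusted p was 0.0540, and 3046 genes (19.2%) had an unadjusted p under 0.05. The setting that moved this count most was limma-voom, which called 1598 genes, and DESeq2 called 1217. In B6 alone, 418 genes (2.64%) were called, 279 of them higher and 139 lower in KD, and 225 of the 418 changed at least 2-fold. Rises made up 66.7% of the calls, against 54.9% of those in DESeq2 and 56.6% in limma-voom. The share was highest with the GC offset among settings with all libraries, at 74.8%. The smallest adjusted p in B6 was 0.0326, so the calls lay close to the threshold. In D2, 0 genes were called and 452 had an unadjusted p under 0.05. For the interaction, which tests whether the KD effect differed between strains, 0 genes were called and 937 had an unadjusted p under 0.05. The presence of calls in B6 and their absence in D2 is therefore not a tested difference between the strains. Order of deposit also separated KD from Ctrl libraries in each strain, in opposite ways, so it coincides with the interaction.

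**Figure D2:**
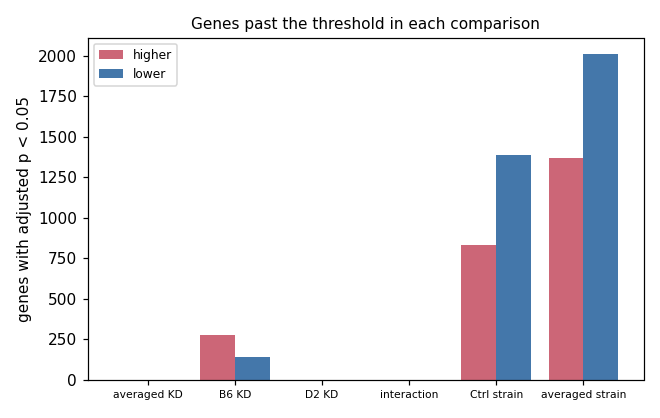
Number of genes with an edgeR adjusted p under 0.05 (vertical axis) in each of the 6 comparisons, with bars for genes higher and lower in KD, or in D2 for the strain comparisons. KD in B6 gave 279 higher and 139 lower, and the averaged KD, D2 KD and interaction comparisons gave 0.

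The direction of change was compared between strains gene by gene. Of the 418 genes called in B6, 383 had the same direction in D2, which is 91.6% (Wilson 95% interval 88.6% to 93.9%, for counting error across genes that are not independent). Of the 279 genes higher in B6 KD, 254 were also higher in D2 KD, and of the 139 lower genes 129 were also lower. The changes were smaller in D2. Genes that rose in B6 had a median log2 fold change of 1.83 in B6 and 0.38 in D2, and genes that fell had medians of -0.54 and -0.16. Selection of the genes in B6 favours larger values in that strain. Across all 15853 genes the log2 fold changes of the strains correlated with Pearson r = 0.45 and Spearman rho = 0.47, as a description across genes, which are not independent replicates.

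**Figure D3:**
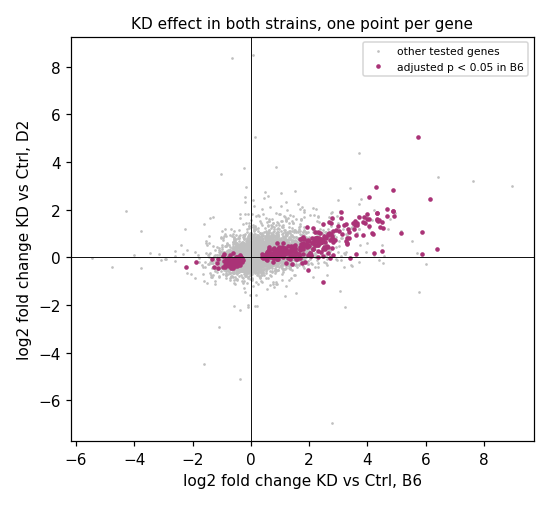
Log2 fold change of KD against Ctrl in B6 (horizontal axis) and in D2 (vertical axis), with 1 point per tested gene and the 418 genes called in B6 coloured. Of the coloured genes, 383 lie in the quadrants where both strains changed in the same direction.

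The genes with the largest changes in B6, chosen after their values were seen, had no overlap of KD and Ctrl libraries in B6. Those that rose were Gm3500, Slfn4, Apol9b, Ptx3 and Zbp1. Apol9b was at or under 3 counts in every B6 Ctrl library and averaged 96.5 normalized counts in B6 KD, at least 34.7-fold higher. Gm3500 was also at or under 3 counts in B6 Ctrl, and its B6 KD mean was at least 3.19-fold higher. Its B6 KD values were 13.6, 2.62 and 10.4 normalized counts in replicate order, so the bound does not hold for B6 KD 2. Gm3500 and the Apol9 and Slfn genes have close copies, so their estimated counts are uncertain. The log2 fold change of Zbp1 was 4.92 ± 0.99 (SE, edgeR adjusted p = 0.0389), from 13.3 ± 4.11 normalized counts in Ctrl to 408 ± 293 in KD (SD, n = 3 each). Ptx3 averaged 598 ± 825 and Slfn4 208 ± 241 normalized counts in B6 KD (SD, n = 3 each), spreads larger than the means. In limma-voom neither of them passed in B6 (adjusted p = 0.0645 for Ptx3 and 0.0632 for Slfn4). The largest falls were those of Prph, Alox12b, Rnf223, Rnf207 and Sypl2. Prph changed by -1.89 ± 0.34 (SE, edgeR adjusted p = 0.0359), from 57.5 ± 11.7 to 15.1 ± 4.58 normalized counts (SD, n = 3 each). The other falls were between -1.13 and -1.32 on the log2 scale. In D2, which includes the library labelled D2 KD 3, all 10 had an edgeR adjusted p of 1. The D2 estimates of the rises ran from 0.14 for Ptx3 to 2.43 for Slfn4 and those of the falls from -0.40 for Rnf223 to -0.09 for Alox12b. The D2 direction of Ptx3, Prph, Alox12b and Sypl2 changed sign when some single library was left out, so no D2 direction is drawn for them. None of the 10 passed the interaction test in edgeR, where the smallest adjusted p was 0.821. In DESeq2 Apol9b passed it (adjusted p = 0.0252, range 0.0252 to 1 over the settings with all libraries).

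The study drew attention to synaptic and channel genes, of which Arc, Shisa9, Jph3, Bcan and Dlg4 were examined. All 5 had a lower level in B6 KD. By edgeR adjusted over all genes, Jph3 (-0.54 ± 0.10, adjusted p = 0.0361) and Bcan (-0.68 ± 0.14, adjusted p = 0.0415) were called in B6. None of the 5 was called averaged over strains by edgeR. Both B6 calls were lost with the total count as a covariate (adjusted p = 0.0605 and 0.0687). That fit called 0 genes in B6, and the changes in it were -0.53 for Jph3 and -0.69 for Bcan. Both calls were also lost in 7 (Jph3) and 8 (Bcan) of the 12 fits that left out 1 library. Some of those fits called 0 genes in B6 as well, so these losses are not all particular to the 2 genes. In DESeq2 and limma-voom all 5 passed in B6. Averaged over strains, Jph3, Bcan and Dlg4 passed in both tools, and Shisa9 also passed in limma-voom. Adjusted over the 5 genes alone in edgeR, 5 passed in B6, 4 averaged over strains, 1 in D2 and 1 (Arc) for the interaction. However, these genes came from the study's own analysis of these libraries and this count shows no stability. Arc changed by -1.21 ± 0.30 in B6 (SE, edgeR adjusted p = 0.0556). In D2 its change was 0.30 ± 0.30 (adjusted p = 1), a value that became -0.15 when the library labelled D2 KD 3 was left out. The interaction for Arc was 1.51 ± 0.42 (adjusted p = 0.821). Normalized counts of Arc were 5076 ± 683 in B6 Ctrl, 2154 ± 388 in B6 KD, 2273 ± 486 in D2 Ctrl and 2790 ± 1343 in D2 KD (SD, n = 3 each). In Ctrl mice Arc was lower in D2 than in B6 by a log2 fold change of -1.16 ± 0.30 (edgeR adjusted p = 0.0234), a call that was lost with the total count as a covariate (adjusted p = 0.0695, range 0.00125 to 0.0695 over the settings with all libraries) and in 4 of the 12 fits that left out 1 library. The other genes of the list did not differ between strains in Ctrl beyond the spread (smallest edgeR adjusted p 0.407), and the estimates for Jph3 (0.0015) and Dlg4 (-0.0096) changed sign when some single library was left out.

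Scores of marker gene sets addressed which cell types and responses the changes belonged to. The score of 25 interferon response genes was higher in KD by 1.86 on the log2 scale averaged over strains (exact permutation p = 0.010, 0.0900 after adjustment over the 9 sets). The difference was 2.80 in B6, where 24 of the 25 genes were called by edgeR, and 0.93 in D2, where 25 of the 25 had a higher edgeR estimate in KD. The interaction exact permutation p was 0.225, with the same limit as for Hp1bp3, so whether the strains differed in this effect is left open. The setting that moved this difference most while keeping the test was a pseudocount of 5, at 1.44. The adjusted p fell to 0.0450 when the median over the genes was used in place of the mean. Microglial genes were higher by 0.50 (exact permutation p = 0.070, adjusted 0.210), with 0.92 in B6 and 0.07 in D2. The 5 genes named by the study were lower by 0.42 (exact permutation p = 0.020, adjusted 0.0900). Neuronal, endothelial and immediate early genes changed by -0.10, 0.19 and -0.25, with adjusted p of 0.308, 0.248 and 0.308 in the same exact tests. Averaged over strains, astrocyte, myelinating oligodendrocyte and oligodendrocyte precursor scores moved by less than 0.05 in absolute value. In that order they changed by 0.12, 0.099 and 0.0010 in B6 and by -0.13, -0.092 and -0.098 in D2. No set passed the threshold after adjustment over the 9 sets, and no set passed it for the interaction, where the smallest adjusted p was 0.334 by the same permutation, which can hide a difference between strains.

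**Figure D4:**
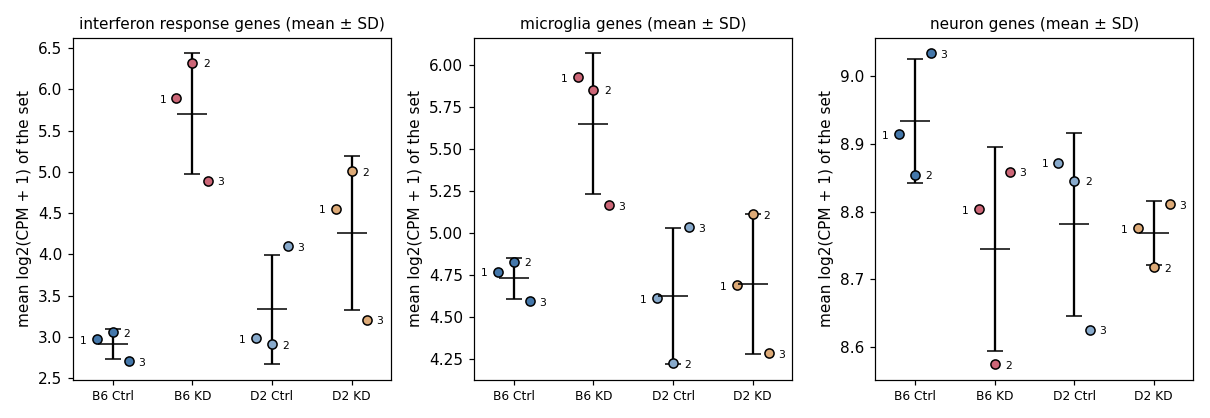
Mean log2(CPM + 1) over the genes of the interferon response, microglia and neuron sets (vertical axes) in each library by group, with points numbered by replicate and bars showing the mean ± SD (n = 3). All 3 B6 KD libraries lie above all B6 Ctrl libraries in the interferon score, while D2 Ctrl 3 (4.10) lies above the library labelled D2 KD 3 (3.21).

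Interaction genes were taken by smallest p and none passed the threshold in edgeR. They were 1700110I01Rik, Snurf, Aqp4, Flrt1 and Apol9b, each with an edgeR adjusted p of 0.821. Of these, Snurf, Aqp4, Flrt1 and Apol9b passed in DESeq2, with adjusted p from 0.000955 to 0.0252, while over the other settings with all libraries none of them did. Snurf fell by 0.40 ± 0.15 on the log2 scale in B6 and rose by 0.82 ± 0.14 in D2 (SE; edgeR adjusted p = 0.155 and 1). In DESeq2 the rise in D2 passed the threshold (adjusted p = 0.00539, range 0.00539 to 1 over the settings with all libraries). Its 3 B6 KD libraries lay below, and its 3 D2 libraries labelled KD above, all Ctrl libraries of their strain. An exact test of 3 against 3 libraries gives such a separation a p of 0.1 within a strain. Snurf overlaps Snrpn, so its estimated counts are uncertain. Aqp4 rose by 1.2 ± 0.19 in B6 (SE, adjusted p = 0.0326) and changed by -0.22 ± 0.19 in D2 (adjusted p = 1). Flrt1 changed by -0.63 ± 0.11 in B6 (SE, edgeR adjusted p = 0.0344) and by 0.18 ± 0.11 in D2. Both B6 calls were lost with the total count as a covariate (adjusted p = 0.0575 each). That fit called 0 genes in B6, and 0.0575 was its smallest adjusted p. The B6 changes in it were 1.22 for Aqp4 and -0.65 for Flrt1, so the loss is not particular to these genes. 1700110I01Rik changed by -0.16 ± 0.23 in B6 and 2.97 ± 0.43 in D2 (SE, edgeR adjusted p = 0.745 and 0.479). It was at or under 3 counts in D2 Ctrl, and its D2 rise was at least 2.81-fold.

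The last comparisons asked how the strains differed. In Ctrl mice, 2216 genes were called by edgeR, 829 higher and 1387 lower in D2. Averaged over treatments, 3379 genes (21.3%) were called, 1370 higher and 2009 lower in D2, and 1322 of them differed at least 2-fold. The setting that moved this count most was limma-voom, which called 4241. The largest differences were all or none. 2900097C17Rik, Npcd and Gm20594 were at or under 3 counts in all B6 libraries and at least 26154-fold, 11915-fold and 2056-fold higher in D2. Hsd3b2, Btg3 and Prl8a1 were at or under 3 counts in all D2 libraries and at least 756-fold, 160-fold and 95.3-fold lower there. In all, 25 tested genes were at or under 3 counts in every library of a strain while averaging at least 100 counts in the other. Since the reads of each strain were aligned to that strain's own genome, such genes can be limited by what each reference holds.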

Values the study reported

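For Hp1bp3 mRNA the study gave a 2-way analysis of variance with an effect of treatment of F(1, 8) = 17.1 and p = 0.003. It reported that just over 7% of all mRNAs tested were changed by the knockdown. For Arc it gave a DESeq2 treatment effect of log2FC = −1.2 with an adjusted p of 0.001, a strain effect of the same size, and an adjusted p of 0.2 for the interaction. The ontology term for regulation of synaptic plasticity in neurons had a normalized enrichment score of −2.2 and an FDR of 0.01 among genes lowered by the knockdown.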

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

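Snurf is included because its libraries moved in opposite directions in the strains.

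The KD effect on Snurf differed between strains by 1.22 on the log2 scale. Normalized counts were 657 ± 28.0 in B6 Ctrl and 490.4 ± 16.5 in B6 KD, and 1096 ± 193 in D2 Ctrl and 1933 ± 355 in D2 KD (SD, n = 3 each). Each B6 KD library was below each B6 Ctrl library and each D2 library labelled KD was above each D2 Ctrl library, including the library labelled D2 KD 3. The interaction did not pass the threshold in edgeR (adjusted p = 0.821). It passed in DESeq2 (adjusted p = 0.000955), and over the settings with all libraries the adjusted p ranged from 0.000955 to 1. Of the technical explanations, library size moved the difference little, to 1.26 with the total count as a covariate. Reads shared with Snrpn, the separate references of the strains and the order of the samples were not tested for this gene. KD and Ctrl libraries of a strain shared a reference, so the references alone would not separate them within a strain. In order of deposit, KD libraries came first in B6 and Ctrl libraries first in D2, without overlap. This order limits every KD difference within a strain and every interaction, not only those of Snurf. Snurf was higher in the later group of both strains. The difference cannot be told apart from sample order or from shared reads, with or without the references.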

How the results depend on the processing

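The newer quasi-likelihood method, the fit without robust estimation, the GC and choroid settings and the truncated counts were chosen after the data were seen.

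The number of genes called for KD depended strongly on the tool. For KD averaged over strains, edgeR called 0 genes with 3046 at an unadjusted p under 0.05, while DESeq2 called 1217, limma-voom 1598, the newer quasi-likelihood method 15 and the GC offset 16. Leaving out 1 library gave from 0 to 799 genes over the 12 fits, with the highest count when the library labelled D2 KD 3 was left out. For KD in B6, against 418 genes, DESeq2 called 1668 and limma-voom 2304. All 418 genes were among the DESeq2 calls and 416 among the limma-voom calls. The total count as a covariate and the choroid score as a covariate each gave 0 calls, with 3068 and 2828 genes at an unadjusted p under 0.05. Leaving out 1 library gave from 0 to 790 genes in B6, with at least 2231 genes at an unadjusted p under 0.05 in each of those fits. The other settings gave between 292 genes (only the 6 libraries compared) and 612 (the newer quasi-likelihood method). For KD in D2, DESeq2 called 1 gene, Snurf, and leaving out 1 library gave 0 to 1. DESeq2 called 12 interaction genes, among them Snurf, Aqp4, Flrt1 and Apol9b, where every other fit called 0 and the main setting had 937 at an unadjusted p under 0.05. In the single simulated table, which held no interaction, DESeq2 called 20 genes for it. The strain comparisons stayed within 1.5 times of 2216 and 3379 genes in all settings. The cause of the differences between tools was not tested.

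The fall of Hp1bp3 averaged over strains kept its direction in the 4 other settings run for it with all libraries. Its log2 change was -0.41 in DESeq2 and -0.47 in limma-voom, both past the threshold. In B6 alone it was -0.57 in DESeq2 and -0.69 in limma-voom, and for D2 against B6 in Ctrl -0.43 and -0.44, past the threshold in both tools for both comparisons. Over the 12 fits that each left out 1 library the averaged change ran from -0.51 to -0.35. The permutation result for its normalized count stayed past the threshold in all 12 and with TMM-normalized CPM; the cause of the change with the tool was not tested.

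Interferon response scores kept their direction in each setting run for them, at 1.85 with the median over the genes and 2.17 with limma's camera test, both past the threshold, and from 1.67 to 2.12 when 1 library was left out. With camera the microglial (0.53), neuronal (-0.095), endothelial (0.20) and immediate early (-0.20) sets and the genes named by the study (-0.41) also passed. That test treats genes as the units. It was run with limma's preset correlation between genes, not one estimated from these libraries. Its p-values can therefore be too small for genes that vary together. The sizes given with it are means of edgeR log2 changes. The genes named by the study passed with the median (-0.57) too, and ran from -0.48 to -0.38 with 1 library left out. Small scores changed sign. Myelinating oligodendrocyte genes were at -0.0092 with the authors' normalized counts, at -0.030 with camera, at 0.22 with the median, and between -0.12 and 0.12 with 1 library left out. Oligodendrocyte precursor genes were at 0.0014 with the median and between -0.087 and 0.0086 with 1 library left out. Astrocyte genes were at -0.20 with the median and between -0.054 and 0.053 with 1 library left out. The cause was not tested.

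The share of B6 calls with the same direction in D2 ranged from 74.9% to 95.8% over the 7 fits with 1 library left out that still had calls. The lowest share came without D2 KD replicate 2 and the highest without the library labelled D2 KD 3. Pearson's r across genes ranged from 0.28 to 0.55 and Spearman's rho from 0.30 to 0.54. Among single genes, Arc in D2 lay between -0.15 and 0.56 and Aqp4 in D2 between -0.39 and 0.0057. Other D2 estimates changed sign as well with 1 library left out, and lay between -0.29 and 0.99 for Ptx3, -0.41 and 0.060 for Prph, -0.28 and 0.082 for Alox12b, and -0.27 and 0.0029 for Sypl2. Between strains in Ctrl, Jph3 lay between -0.052 and 0.060 and Dlg4 between -0.081 and 0.089. With the total count as a covariate, Ptx3 in D2 was at -0.42 and Dlg4 between strains in Ctrl at 0.060. Of 308 values of named genes under other fits, 41 changed: 17 weaker, 22 stronger and 2 reversed. Of 924 with 1 library left out, 135 changed: 106 weaker, 13 stronger and 16 reversed. The causes were not tested. For genes near the floor of 3 counts, only the folds given as at least a value are lower bounds. Their fitted log2 changes are not, as for Gm3500 in B6 (6.39 in edgeR and 4.08 in limma-voom).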

Other observations

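The mislabelling test of the library labelled D2 KD 3 and the random covariates were chosen after the results were seen, and so was the list of choroid plexus markers; the counts of other splits, the GC and choroid tests and the test of the references were written before their results were seen.

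Other splits of the libraries were set against the real one. For the KD comparisons treatment was exchanged within strains, and for the strain comparison strain was exchanged within treatments. In each case 100 of the 200 distinct splits were drawn. As many genes at an unadjusted p under 0.05 as the 3046 for KD averaged over strains came from 3 of the 100, the real split included. At an adjusted p, 100 of 100 splits gave at least the 0 genes of the real one, which no split can fail. Of the others, 11 called at least 1 gene, up to 984. The split with 984 calls had 3198 genes at an unadjusted p, and another split had 3689. Both grouped D2 Ctrl 3 with D2 KD 1 and 2, as did most of the 11. If those labels were exchanged, as considered below, such splits hold a treatment difference and are no plain reference. For the interaction, 28 of 100 splits gave as many as 937 genes at an unadjusted p, and again 100 of 100 gave at least 0 calls. Exchanging the labels of a single strain turns a KD effect into an interaction, so these splits are no reference for the interaction and do not decide whether the 937 genes exceed what chance gives. For the strain difference averaged over treatments, 1 of 100 splits gave as many as 3379 genes, which was the real one. Within a strain, or within Ctrl, only 10 splits exist, so no share can be below 0.1. The real split was the only 1 of the 10 to give as many as 418 genes in B6, and likewise 1 of 10 for the 2216 genes between strains in Ctrl. In D2, 10 of 10 splits gave at least 0 calls and 7 of 10 gave at least the 452 genes at an unadjusted p.

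One split of the D2 libraries differed from the rest. Exchanging D2 Ctrl 3 with the library labelled D2 KD 3 gave 336 called genes and 3463 at an unadjusted p under 0.05, against 0 and 452 for the labels as deposited. Hp1bp3 does not separate these libraries, with 7002 normalized counts in D2 Ctrl 3 and 6941 in the library labelled D2 KD 3. The interferon score was 4.10 and 3.21 in them, 2.99 and 2.91 in D2 Ctrl 1 and 2, and 4.55 and 5.01 in D2 KD 1 and 2. A mislabelled sample was tested on the target: had the labels been exchanged with a D2 Ctrl library, that library would be expected to have Hp1bp3 as low as the other D2 KD libraries. The lowest D2 Ctrl value was 1.22 times the higher of the other D2 KD values, so no D2 Ctrl library was as low as those. KD libraries also differed among themselves in B6, at 7633 in B6 KD 3 against 5539 and 5429. The target therefore does not exclude an exchange within D2, and the 336 calls and the interferon scores leave it open. A failed injection or a mixed sample could also leave Hp1bp3 at the control level and was not tested. The D2 result cannot be told apart from these explanations, and no biological reading of the weaker D2 response is offered.

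For the B6 calls, GC content bias was tested by an offset per library, which left 373 genes, 330 of them among the 418. Choroid plexus, a tissue next to the hippocampus, may have been carried over in dissection to different degrees. Ttr, one of 12 choroid markers, had CPM of 48.2, 2404 and 104 in B6 Ctrl, 104, 3648 and 4490 in B6 KD, 139, 3480 and 4568 in D2 Ctrl, and 4401, 26.9 and 4548 in D2 KD, in replicate order. With the marker score as a covariate 0 genes were called in B6, where 2828 had an unadjusted p under 0.05. All 418 genes kept their sign, the median ratio of the log2 changes was 1.00, and their adjusted p then lay between 0.0594 and 0.102. The loss of a residual degree of freedom was tested with 20 random covariates, and 14 of them also took the count below the main count divided by 1.5, with 11 giving 0 calls and the highest count being 1263. A fall to 0 thus also came from covariates unrelated to tissue, and at the median the choroid score left the size of the changes as it was. The fall in the count therefore does not single out choroid tissue as the source of the 418 calls. Sample order coincides with KD in B6 and was not tested by a fit. KD libraries came first in B6 but last in D2, so an order effect shared by the strains would give opposite KD changes. Of the 418 genes, 383 had the same direction in D2, which argues against such an effect as the source of most of them. Genes with opposite directions and the interaction results remain open to it.

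The strain differences may owe something to separate reference genomes. Genes with fractional expected counts in at least 4 libraries of a strain and whole counts in all 6 of the other made up 23.3% of the 3379 genes called and 11.4% of the others, a ratio of 2.03. Fractional values made up 19.1% to 21.2% of the values in B6 libraries and 9.90% to 11.7% in D2 libraries. A gene without counts in a strain has whole values there by construction and differs between strains if the other has counts. The ratio is thus not independent of the strain difference itself and does not settle whether the references contributed.

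The DESeq2 values for Arc allow the quoted treatment effect to be placed. The B6 coefficient was -1.24 with an adjusted p of 0.00146, and over the settings with all libraries the adjusted p ranged from 0.00146 to 0.0794. The KD effect averaged over strains was -0.47 with an adjusted p of 0.168, within a range of 0.0647 to 0.268 over the settings. The averaged change is closer to 0 than the value quoted from the study above, while the B6 coefficient is near it. In a model with an interaction and B6 Ctrl as its reference, the treatment coefficient is the KD effect in B6 only. The strain coefficient in Ctrl was -1.16. The share of genes called was 2.64% in B6 and 0% averaged over strains in edgeR, where 3046 genes had an unadjusted p under 0.05. That is lower than the value quoted from the study above. By DESeq2 the shares were 10.1% in B6 and 7.38% averaged over strains, of the 16483 genes that had an adjusted p there. The edgeR shares are of 15853 genes. The number of mRNAs behind the study's share was not used here, so these shares do not settle which comparison it describes.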
